A study of Homo sapiens with 9 samples. Its data were reported in "LSD1 modulates the bone metastasis of breast cancer cells through hnRNPA2B1-mediated sorting of exosomal miRNAs" (2024).

How the data were processed

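Small RNA was sequenced from MCF7 cells, a human luminal breast cancer cell line that carries the estrogen receptor. LSD1, also named KDM1A, is a histone demethylase. The labels placed 9 libraries in 3 groups of 3. Control cells received scrambled siRNA, LSD1 KD cells received siRNA against LSD1, and LSD1 Rescue cells received the LSD1 siRNA with a plasmid that restored LSD1. The series describes the replicates of a group as biological. Cells were grown in DMEM with serum and transfected with a lipid reagent. RNA was taken up in TRIzol and libraries were made with the QIAseq miRNA kit. That kit adds molecular identifiers to the reads. Whether the authors collapsed reads by these identifiers was not given in the sources used here, so intervals and standard errors cover the spread between libraries and counting error only, and reads may include PCR copies.

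The authors deposited 1 table of whole-number counts, with 1 count per mature miRNA name and library. The submitters' processing notes name cutadapt 2.7, a tool that trims adapters, and Bowtie 1.2.2, a short-read aligner, without their roles. The genome build, the miRBase release, the mismatches allowed and the treatment of reads that match several hairpins were not given in the sources used here. The table held 2656 names with a count for every library. No name was blank or repeated, so the planned rule for repeated names had nothing to act on. Mature miRNAs that differ by 1 base or that come from several hairpins, such as members of the let-7, miR-30, miR-125 and miR-548 families, may share reads, and single values within such families are uncertain. LSD1 mRNA is not a small RNA feature, so the knockdown and the rescue of LSD1 could not be checked in these counts. Exosome libraries were not analysed here.

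Library totals ran from 799560 to 945425 reads, and the median name had 31 to 38 reads in a library. A name entered the tests if it passed edgeR's filterByExpr with a minimum count of 10, which left 2413 names. Counts were scaled by the TMM method and fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit, with 1 coefficient per group and all 9 libraries in the fit). The pairwise comparisons were LSD1 KD against control, LSD1 Rescue against LSD1 KD and LSD1 Rescue against control, and a joint test asked whether the 3 groups differed. Every adjusted p of a miRNA is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 2413 names unless it is called adjusted over the list alone. A miRNA was called changed at an adjusted p under 0.05, and the words rose and fell are used only for called miRNAs. Fold changes are on the log2 scale with standard errors (SE). Expression is given as CPM, the read count normalised to the TMM-scaled library size, as the mean and SD of 3 libraries. The biological coefficient of variation was 9.37%. Counts of replicate libraries were compared by chi-square over names with at least 20 summed reads, and each pair of replicates differed by more than sampling noise, with a chi-square per name of 1.42 to 6.62.

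A miRNA was called reversed by rescue if it was called in LSD1 KD against control and in LSD1 Rescue against LSD1 KD with opposite signs. Both comparisons use the LSD1 KD libraries. Unchanged groups were therefore simulated 50 times to give the values that shared libraries produce on their own. The script was tested on simulated counts for the same names, with 200 names changed in each of 3 runs. For LSD1 KD against control, 45.3% of names changed 1.5-fold and 74.5% of those changed 2-fold were recovered, over 2358 to 2365 tested names, and 4.62% of calls were false. For LSD1 Rescue against LSD1 KD the shares were 44.0%, 78.0% and 4.26%. For LSD1 Rescue against control they were 45.8%, 79.0% and 3.92%, and both of these simulations tested 2358 to 2375 names.

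The miRNA lists were written before the data were examined, as were the tests, the rule for named miRNAs and the other settings tried. The lists held the study's 4 exosomal miRNAs, cargo of hnRNP proteins, bone metastasis miRNAs, the let-7, miR-17/miR-92, miR-200, miR-30, miR-29 and miR-15-16 families, the miR-183, miR-23-27-24 and miR-99-125 clusters, luminal breast miRNAs, p53 miRNAs, reported suppressors and promoters of metastasis, the hypoxia miRNA miR-210, the 14q32 and C19MC clusters, embryonic stem cell miRNAs, markers of haematopoietic, mesenchymal and muscle, neural or liver cells, mirtron-type names, and names that overlap other small RNAs (called the fragment list). Lists overlap. All 8 measured bone metastasis members, 8 of the 12 cargo members, 10 of the 26 miR-17/miR-92 members, 5 of the 13 promoters, 3 of the 15 suppressors, 3 of the 13 p53 members, 2 of the 11 miR-30 members, 2 of the 15 miR-15-16 members and 3 of the study's 4 are also in another list, as are 3 of the 18 muscle, neural or liver names, 1 of the 15 embryonic names and 2 of the 348 mirtron-type names. The other lists share no measured member. Each list with at least 3 measured members was tested with camera (limma 3.58.1) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 24 lists of a comparison. Estimated correlations and fry were run as alternatives. For a member given without an arm, every measured arm of that name was taken.

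Named miRNAs were drawn from the 12 with the largest rise and the 12 with the largest fall among those called in each comparison. Not all of these are named in the text. Where fewer than 5 passed in a direction, the 5 with the lowest unadjusted p were also eligible, as values only. The text further draws on the study's 4 miRNAs, the 5 most abundant names and up to 4 of the most abundant members of each list described. Library totals and shares were compared by exact two-sided permutation tests in SciPy 1.17.1 under Python 3.11.15. With 3 libraries against 3 the smallest p these allow is 0.1. Hairpin positions are from GENCODE 29 on GRCh38, in which 2576 of the 2656 names had a hairpin. They were matched by name, since the table gives no coordinates. Plots were drawn with matplotlib 3.10.9.

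The alternatives were other scalings (DESeq2 size factors, library size alone, upper quartile), no filter on low counts, group means of at least 10 counts, DESeq2 1.42.0, limma voom, robust empirical Bayes, only the groups compared, the replicate number as a block, an adjusted p of 0.1, a 2-fold minimum with adjusted or unadjusted p, leaving out the 10 most abundant names, and leaving out each library in turn. Scaling factors taken only from members of the conserved family and luminal lists, and leaving out both libraries numbered 3 of LSD1 KD and LSD1 Rescue, were added after the data were seen. Such factors centre those same lists by construction, so a turned median or ended call within them is partly fixed in advance. A planned test of miRNAs that carry sorting motifs was not run, because mature sequences were not among the sources used here, and settings meant for normalized units did not apply to counts.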

Results

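Mature miRNAs were counted in MCF7 breast cancer cells with LSD1 present (control), depleted by siRNA (LSD1 KD) or depleted and restored by a plasmid (LSD1 Rescue), with 3 biological replicates per group. The 9 libraries held 900824 ± 63438 reads in control, 880462 ± 36831 in LSD1 KD and 830439 ± 32112 in LSD1 Rescue (SD, n = 3). These totals did not separate the groups, with an exact permutation p of 0.6 for LSD1 KD against control and 0.2 for the other 2 comparisons. Between 2638 and 2653 of the 2656 names had a read in a library. The 10 most abundant names took 19.8% to 21.1% of the reads of a library. LSD1 itself is not counted in small RNA libraries, so its depletion was not checked here. On the first principal component (36.6% of the variance) the LSD1 KD libraries lay apart from the other 6. On the second (13.0%) LSD1 KD 3 and LSD1 Rescue 3 lay apart from the rest. Without these 2 libraries, 550 names were called in LSD1 KD against control, 504 in LSD1 Rescue against LSD1 KD and 0 in LSD1 Rescue against control, and 435 were reversed.

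The most abundant name was miR-10400-5p, at 47181 ± 476 CPM in control, 38131 ± 1019 in LSD1 KD and 46033 ± 2374 in LSD1 Rescue. It fell in LSD1 KD by 0.31 ± 0.06 (log2, SE, adjusted p = 0.000623) and rose by 0.27 ± 0.06 with the rescue (adjusted p = 0.00202). The oncogenic miR-21-5p, whose hairpin lies in an exon of VMP1 on chromosome 17 from 59841266 to 59841337, followed the opposite course. It stood at 24074 ± 466 CPM in control, 36142 ± 2104 in LSD1 KD and 23656 ± 1084 in LSD1 Rescue. Its rise in LSD1 KD was 0.59 ± 0.07 (adjusted p = 1.29e-07). The tumour suppressor let-7a-5p rose by 0.51 ± 0.07 (adjusted p = 5.45e-06), from 19451 ± 1143 CPM to 27716 ± 1445, and was at 19224 ± 1676 in LSD1 Rescue. The myeloid miRNA miR-223-3p had 26015 ± 807, 22752 ± 1793 and 25750 ± 2351 CPM in the 3 groups and was not called (−0.19, adjusted p = 0.0742). miR-663a rose by 0.35 ± 0.07 in LSD1 KD (adjusted p = 0.000725), but the call ended under upper quartile scaling (0.18, adjusted p = 0.0759) and the sign turned with scaling factors from the conserved families, at −0.00196. The other 3 called miRNAs of this group kept their direction there, and the calls of miR-21-5p (adjusted p = 0.0583) and let-7a-5p (adjusted p = 0.185) ended.

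Control and LSD1 KD cells were compared to ask which cellular miRNAs change when LSD1 is depleted. Many miRNA names changed in LSD1 KD, most of them by less than 2-fold. Whether reads of other RNAs were counted under some names was not settled. Of 61 names over 2000 CPM with an opposite arm listed, 24 had that arm under 1 in 100 of their reads. These included 4 of 13 conserved family members, so the share does not separate the 2 cases. Of the 2413 names tested, 453 were called and 1960 were not. Of the called names 311 (68.7%) rose and the rest fell, and 64 of the risers and 13 of the fallers passed 2-fold. miR-10397-3p rose most, from 60.1 ± 10.3 CPM in control to 482 ± 38.1 in LSD1 KD, a 7.96-fold change (2.99 ± 0.15, adjusted p = 8.23e-15). miR-5092 rose by 2.66 ± 0.13, from 121 ± 12.01 to 763 ± 89.8 CPM, and miR-548as-5p by 2.65 ± 0.14, from 68.1 ± 6.34 to 425 ± 4.72 CPM. miR-409-3p, a member of the imprinted 14q32 cluster, rose by 2.45 ± 0.23, from 17.7 ± 4.22 to 98.6 ± 13.8 CPM. miR-576-3p, miR-6734-3p, miR-6721-5p, miR-938 and miR-6516-5p each rose by 1.95 to 2.24. The largest of these in level was miR-6516-5p, at 317 ± 32.3 CPM in control and 1226 ± 67.8 in LSD1 KD.

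The 12 largest risers remained called whichever library was left out. Among the fallers, whose largest change was −1.61, miR-1246 went from 317 ± 16.02 to 136 ± 11.5 CPM (−1.22 ± 0.13, adjusted p = 2.29e-08). miR-1290 went from 381 ± 30.03 to 165 ± 14.8 CPM (−1.20 ± 0.13, adjusted p = 5.09e-08), and miR-5698 from 80.2 ± 3.03 to 36.3 ± 4.05 CPM (−1.14 ± 0.19). Both miR-1246 and miR-1290 are names that overlap fragments of other small RNAs. These 3 and miR-6736-3p (−1.06 ± 0.25) also remained called whichever library was left out. The other 8 of the 12 largest falls ended without at least 1 library, among them miR-548av-5p without control 3 or LSD1 KD 1 (adjusted p up to 0.0614) and miR-3922-3p without control 3 or LSD1 KD 2 (up to 0.0586). The highest was miR-6500-3p (up to 0.256), whose call ended without control 1 or 2, LSD1 KD 1, 2 or 3, or LSD1 Rescue 1 or 2.

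**Figure D1:**
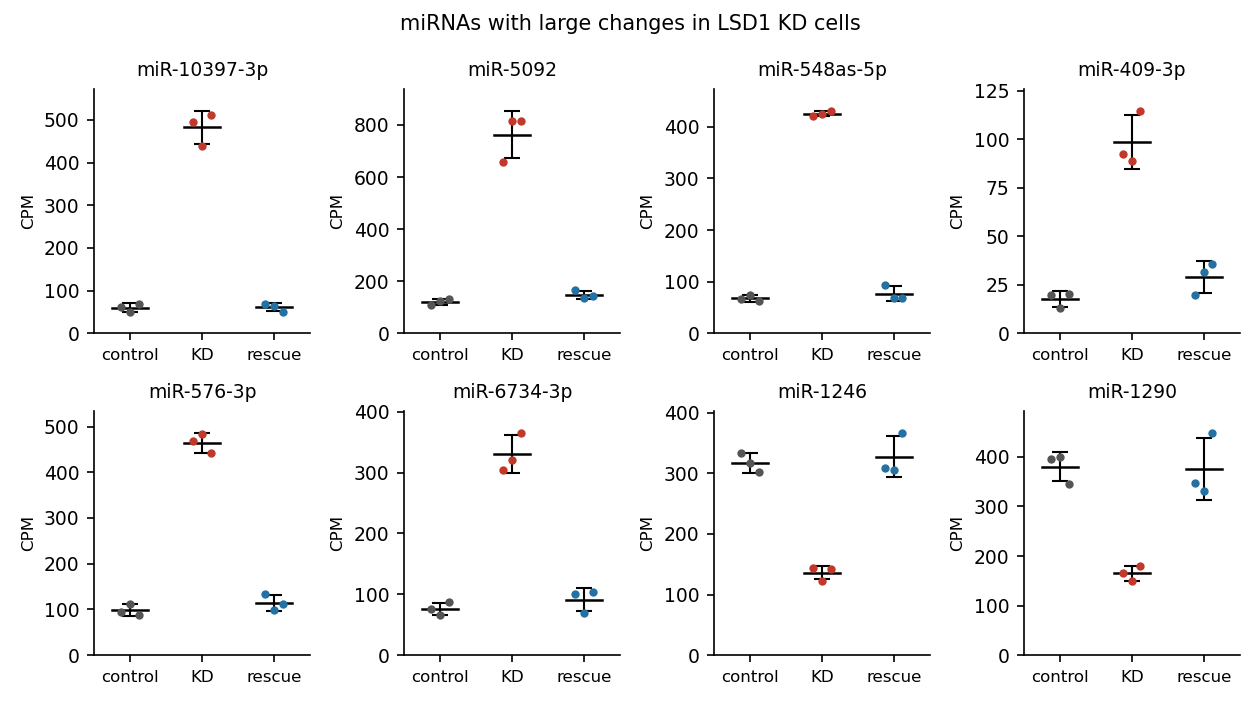
CPM (linear axis from 0) of 8 miRNAs in each library of control, LSD1 KD and LSD1 Rescue, with points for the 3 libraries of a group, a line at the mean and error bars for the SD. miR-10397-3p stood at 60.1 CPM in control, 482 in LSD1 KD and 60.7 in LSD1 Rescue, while miR-1246 stood at 317, 136 and 327.

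Several of these hairpins lie inside protein-coding genes on the same strand (GRCh38). MIR5092 lies in an intron of SLC12A8 on chromosome 3 from 125151465 to 125151552, and MIR548AS in an intron of GPC5 on chromosome 13 from 92490163 to 92490220. MIR576 lies in an intron of SEC24B on chromosome 4 from 109488698 to 109488795. MIR6734 lies in an exon of ELOVL1 on chromosome 1 from 43364648 to 43364715. MIR6721 lies in an exon of AGPAT1 on chromosome 6 from 32170030 to 32170116. Whether reads of the host transcripts were counted under such names was not tested. MIR6516 lies on chromosome 17 from 77089417 to 77089497, in an intron of SEC14L1 and an exon of SNHG20. MIR409 lies in an intron of the noncoding gene MEG9 on chromosome 14 from 101065300 to 101065378. MIR1290 lies in an intron of ALDH4A1 on chromosome 1 from 18897071 to 18897148, and MIR1246 between genes on chromosome 2 from 176600980 to 176601052. No hairpin of miR-10397 or miR-10400 was in the annotation.

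The split of rises and falls in LSD1 KD depended on the scaling. The median log2 fold change of all names was −0.00482 under TMM. With library size alone it was −0.14, with 235 rises and 285 falls, under the upper quartile −0.17, with 214 and 343, and with factors from the conserved families −0.35, with 125 and 635. Of the 453 calls, 377, 356 and 267 were shared with these 3 scalings. DESeq2 size factors gave 300 rises and 161 falls, with 442 shared. Directions given for a miRNA or a list are relative to the TMM scale. Because factors from the families centre the conserved family and luminal lists by construction, turned medians and ended calls there do not test these lists independently.

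On the TMM scale 4 conserved family lists were called higher in LSD1 KD by camera, while 5 others were not, and with an estimated correlation 0 lists were called. In the miR-99-125 clusters, 8 of 11 measured members rose and 0 fell, with a median of 0.81 (camera adjusted p = 5.62e-07, and adjusted p = 0.0765 with an estimated correlation). Adjusted over the list alone, 10 rose and 1 fell. miR-100-5p rose by 0.97 ± 0.12, from 6611 ± 707 to 12977 ± 1641 CPM, and miR-125b-5p by 0.83 ± 0.07, from 8649 ± 535 to 15409 ± 641 CPM. In the miR-30 family, 6 of 11 rose, also adjusted over the list alone, with a median of 0.45 (adjusted p = 0.000913, and adjusted p = 0.0765 with an estimated correlation). miR-30a-5p went from 3301 ± 187 to 5547 ± 264 CPM (0.75 ± 0.08). In the miR-23-27-24 clusters, 6 of 11 rose, likewise adjusted over the list alone, with a median of 0.57 (adjusted p = 0.00174, and adjusted p = 0.258 with an estimated correlation). miR-23b-3p went from 614 ± 29.8 to 1223 ± 38.7 CPM (0.99 ± 0.10). The medians of these 3 lists stayed above 0 under each scaling, at 0.46, 0.10 and 0.22 with factors from the families, but called members were then 6 higher and 1 lower, 4 and 0, and 4 and 3.

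In the let-7 family, which LIN28 represses, 8 of 19 members rose and 0 fell, and 9 rose and 1 fell adjusted over the list alone. Its median was 0.25 (camera adjusted p = 0.0199, and adjusted p = 0.39 with an estimated correlation), and it flipped to −0.10 with factors from the families, with 1 rise and 2 falls. The let-7 call also ended under the upper quartile (adjusted p = 0.0568), without control 3 (adjusted p = 0.0686) and without LSD1 KD 1 (adjusted p = 0.0507). Beside let-7a-5p, let-7f-5p rose by 0.58 ± 0.09 and let-7i-5p by 0.66 ± 0.09. Among reported promoters of metastasis 5 of 13 rose and 0 fell, 6 adjusted over the list alone, with a median of 0.39 under TMM and 0.05, with 2 rises and 0 falls, with factors from the families (adjusted p = 0.0132, and adjusted p = 0.258 with an estimated correlation). They included miR-21-5p, miR-221-3p, from 7079 ± 148 to 10580 ± 349 CPM, and miR-222-3p, from 549 ± 30.7 to 1084 ± 77.1 CPM. Among reported suppressors of metastasis 5 of 15 rose, 7 adjusted over the list alone, and the list was not called (median 0.22, and −0.12, with 1 rise and 2 falls, with factors from the families, adjusted p = 0.0977). miR-126-3p rose by 0.67 ± 0.12 and the p53 target miR-34a-5p by 0.68 ± 0.12. Of the miRNAs named here, let-7a-5p, let-7f-5p, miR-21-5p, miR-221-3p, miR-126-3p and miR-34a-5p lost their call with factors from the families.

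The remaining lists were not called in LSD1 KD. Of the hnRNP cargo miRNAs 5 of 12 rose (adjusted p = 0.0925), the same number adjusted over the list alone, and they included miR-30d-5p (0.70 ± 0.10) and miR-320a-3p (0.79 ± 0.12). Of the bone metastasis miRNAs 2 of 8 rose (adjusted p = 0.263), 3 adjusted over the list alone. In the miR-17/miR-92 family 5 of 26 rose, 7 adjusted over the list alone (adjusted p = 0.305), with miR-92a-3p at 5028 ± 204 CPM in control and 8863 ± 988 in LSD1 KD. In the miR-15-16 family 2 of 15 rose (adjusted p = 0.0977), with miR-16-5p at 14883 ± 896 and 22548 ± 2021 CPM, a call that ended with factors from the families (adjusted p = 0.0567). In the miR-29 family 2 of 7 rose (adjusted p = 0.263), in the miR-183 cluster 2 of 6 (adjusted p = 0.344) and among the p53 miRNAs 2 of 13 (adjusted p = 0.574), and none of these 4 counts changed adjusted over the list alone. Luminal breast miRNAs had 4 rises and 1 fall among 18 (adjusted p = 0.383), 5 and 1 adjusted over the list alone, but 1 and 4 with factors from the families. In the miR-200 family, which marks epithelial cells, edgeR called 0 of 9, also adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 or limma voom (list adjusted p = 0.96, median 0.07 though camera's direction was down), while library size alone, the upper quartile and factors from the families each called 1 member lower. miR-200c-3p had 566 ± 23.5 CPM in control and 631 ± 45.6 in LSD1 KD. With factors from the families the medians of the cargo, bone metastasis, miR-17/miR-92, miR-29, miR-183, p53, miR-200 and luminal lists were below 0, between −0.28 and −0.01, and that of the miR-15-16 family was 0.04. The rises and falls were then 3 and 2 in the cargo list, 1 and 5 in the miR-17/miR-92 family, 0 and 1 in the bone metastasis, p53 and miR-15-16 lists, and 0 and 0 in the miR-29 and miR-183 lists. In the miR-17/miR-92 family library size alone gave 2 and 0 and the upper quartile 1 and 0. The share of reads on the conserved family and luminal lists was 13.6% ± 0.550 in control, 18.3% ± 0.622 in LSD1 KD and 13.5% ± 0.364 in LSD1 Rescue. The share on the fragment list, a sign of RNA quality, was 3.29% ± 0.153, 3.61% ± 0.132 and 3.29% ± 0.160. Each of these shares in LSD1 KD had an exact permutation p of 0.1 against control, the smallest possible with n = 3.

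**Figure D2:**
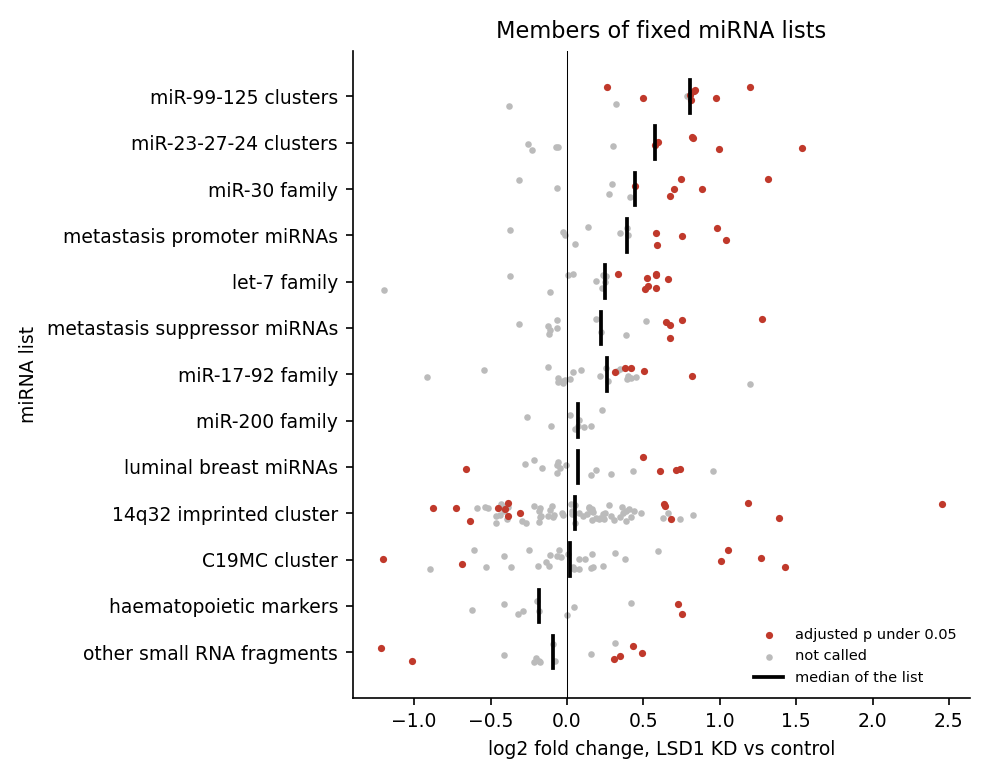
Log2 fold change of LSD1 KD against control (x axis) for each measured member of 13 miRNA lists (y axis), on the TMM scale. Red points have an adjusted p under 0.05, grey points do not, and black ticks mark medians. Medians run highest in the miR-99-125 clusters (0.81) and stand at 0.25 in the let-7 family. Factors from the families, which centre the family lists by construction, turned the let-7 median to −0.10.

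LSD1 Rescue and LSD1 KD cells were compared to ask which miRNAs move when LSD1 is restored. In LSD1 Rescue, 170 names rose, 324 fell and 1919 were not called relative to LSD1 KD, and 12 of the risers and 56 of the fallers passed 2-fold. miR-10397-3p fell to 60.7 ± 9.33 CPM (−2.98 ± 0.15, adjusted p = 1.25e-14), miR-548as-5p to 76.9 ± 14.1 (−2.46 ± 0.14), miR-5092 to 147 ± 16.4 (−2.37 ± 0.13) and miR-6516-5p to 284 ± 15.3 (−2.11 ± 0.11). miR-618 fell from 593 ± 18.4 to 154 ± 33.3 CPM (−1.95 ± 0.14). miR-1246 rose by 1.26 ± 0.13 to 327 ± 34.02 CPM (adjusted p = 1.32e-08), miR-1290 by 1.18 ± 0.13 to 376 ± 63.3 CPM (adjusted p = 7.04e-08) and miR-3662 by 1.04 ± 0.12, from 267 ± 32.9 to 553 ± 76.3 CPM. The 12 largest falls remained called whichever library was left out. Of the 12 largest rises, 6 did, among them miR-1246, miR-1290, miR-3662 and miR-5698, and the others ended without at least 1 library, with adjusted p up to 0.252 for miR-4482-5p without control 1, 2 or 3, LSD1 KD 1 or 2, or LSD1 Rescue 2 or 3. Library size alone gave 323 rises and 254 falls (median of all names 0.14), the upper quartile 419 and 215 (0.21), and factors from the families 718 and 119 (0.39).

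The 5 lists called in LSD1 KD and the suppressors of metastasis were called lower in LSD1 Rescue than in LSD1 KD. In the miR-99-125 clusters 9 of 11 fell, 10 with 1 rise adjusted over the list alone (median −0.77, camera adjusted p = 3.92e-07, and adjusted p = 0.0589 with an estimated correlation). In the miR-30 family 7 of 11 fell, 8 adjusted over the list alone (−0.69, adjusted p = 8.52e-05, and adjusted p = 0.0589 with an estimated correlation). In the miR-23-27-24 clusters 6 of 11 fell, also adjusted over the list alone (−0.63, adjusted p = 0.00285, and adjusted p = 0.268 with an estimated correlation). Of the reported suppressors of metastasis 4 of 15 fell, 7 adjusted over the list alone (−0.44, adjusted p = 0.0164, and adjusted p = 0.268 with an estimated correlation). These 4 medians stayed below 0 under each scaling, but with factors from the families the rises and falls were 1 and 5, 0 and 3, 3 and 5, and 1 and 2. Of the promoters of metastasis 6 of 13 fell, 7 adjusted over the list alone (−0.46, adjusted p = 0.0278, and adjusted p = 0.306 with an estimated correlation). That call ended without LSD1 KD 1 (adjusted p = 0.0518), with no filter (adjusted p = 0.0635), without the 10 most abundant names (adjusted p = 0.108) and with factors from the families (adjusted p = 0.091), where 1 member rose and 1 fell. In the let-7 family 8 of 19 fell, 9 with 1 rise adjusted over the list alone (−0.34, adjusted p = 0.0278, and adjusted p = 0.306 with an estimated correlation), and the median flipped to 0.03 with factors from the families, with 3 rises and 0 falls. The let-7 call ended without LSD1 KD 1 (adjusted p = 0.0659), under the upper quartile (adjusted p = 0.0926) and without the 10 most abundant names (adjusted p = 0.0768).

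The other lists were not called in LSD1 Rescue against LSD1 KD. Members that fell were 5 of 12 hnRNP cargo miRNAs, 6 of 26 in the miR-17/miR-92 family, 6 of 15 in the miR-15-16 family, 3 of 7 in the miR-29 family and 2 of 13 p53 miRNAs, the same numbers adjusted over the list alone. Of the bone metastasis miRNAs 4 of 8 fell, 5 adjusted over the list alone (adjusted p = 0.0693), and of the miR-183 cluster 2 of 6 fell, 4 adjusted over the list alone. Luminal breast miRNAs had 1 rise and 5 falls, 1 and 6 adjusted over the list alone, but 3 and 3 with library size alone or the upper quartile and 6 and 1 with factors from the families. In the miR-200 family edgeR called 0 of 9 by either adjustment, with 1 at an unadjusted p under 0.05 and 0 by limma voom or by DESeq2, which gave no adjusted p for 1 member. With factors from the families the medians of the cargo, miR-17/miR-92, miR-29, miR-183, p53, miR-200 and luminal lists were above 0, between 0.02 and 0.28. The rises and falls were then 2 and 1 in the cargo list, 5 and 0 in the miR-17/miR-92 family, 2 and 0 among the bone metastasis miRNAs, 1 and 0 in the miR-15-16 and p53 lists, and 0 and 0 in the miR-29 and miR-183 lists. The hypoxia miRNA miR-210-3p fell by 0.55, from 179 to 122 CPM (adjusted p = 0.032). This call ended without control 1, LSD1 KD 1 or 2, or LSD1 Rescue 1 or 3, with adjusted p up to 0.216. It also ended with library size alone, the upper quartile, group means of at least 10, factors from the families, without both libraries numbered 3 and with the 2 groups alone, with adjusted p up to 0.472. In LSD1 KD against control miR-210-3p was not called (0.08, adjusted p = 0.83). Of the 2 miR-210 arms 1 fell by either adjustment, and a list of 2 was not tested.

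The overlap of both comparisons was counted to ask which changes in LSD1 KD were undone when LSD1 was restored. Of the 453 miRNAs called in LSD1 KD against control, 385 were also called in LSD1 Rescue against LSD1 KD, and all 385 had the opposite sign. These were 270 that rose and then fell, such as miR-10397-3p, miR-21-5p and miR-125b-5p, and 115 that fell and then rose, such as miR-1246 and miR-10400-5p. The majority turned with the scaling, to 205 and 217 with library size alone, 181 and 271 under the upper quartile and 100 and 518 with factors from the families. In the miR-99-125 clusters 8 members were reversed, in the let-7 family 7, in the miR-30 family 6 and in the miR-23-27-24 clusters 6. Independent lists of these sizes would share 41.8 and 10.0, but these lists are not independent, since both use the LSD1 KD libraries. Across miRNAs, which are not independent replicates, fold changes of both comparisons correlated at −0.838, against −0.512 (−0.552 to −0.470) in 50 simulations of unchanged groups that shared libraries. The covariance was −0.179 against −0.0342 simulated, a difference of −0.145. At unadjusted p, 544 names were reversed, against 23.7 (17 to 36) in the simulations. The 3 LSD1 KD libraries could not be divided into parts of at least 2, so part of the excess may come from the shared libraries.

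**Figure D3:**
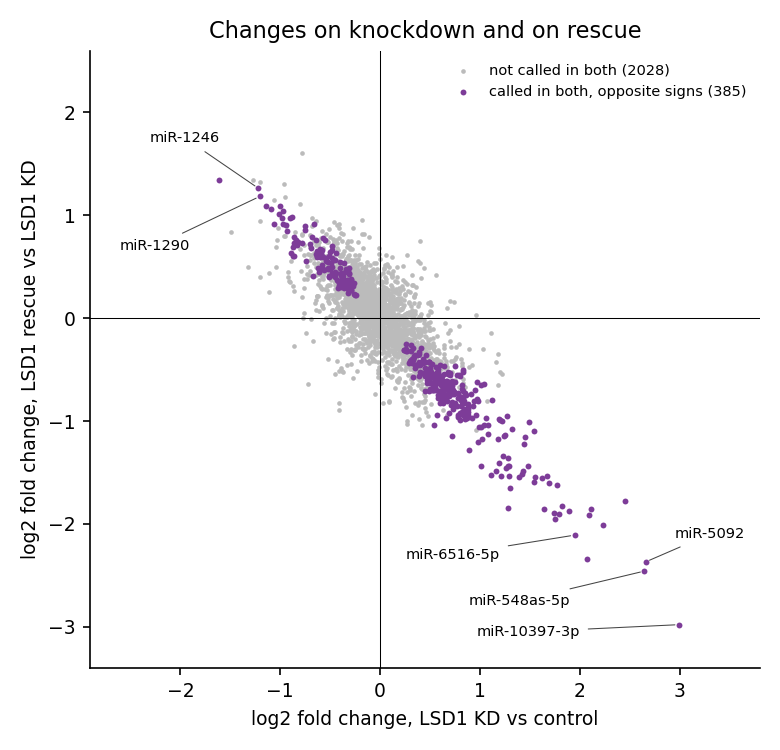
Log2 fold change of LSD1 KD against control (x axis) and of LSD1 Rescue against LSD1 KD (y axis) for 2413 miRNAs, 1 point each. Purple points are the 385 called in both comparisons, which lie in the quadrants of opposite sign, and grey points are the others, with miR-10397-3p at 2.99 and −2.98.

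LSD1 Rescue and control cells were compared to ask whether restored cells still differed. edgeR called 0 of 2413 names, with 109 (4.52%) at an unadjusted p under 0.05 and a lowest adjusted p of 0.944. DESeq2 called 0, with 48 at an unadjusted p under 0.05, and limma voom called 0, with 108. The names with the lowest p included miR-1288-3p at 40.9 ± 8.79 CPM in control and 64.0 ± 5.35 in LSD1 Rescue (0.63 ± 0.20) and miR-3622a-5p at 42.3 ± 8.31 and 23.4 ± 2.56 (−0.85 ± 0.24). miR-10397-3p, the largest riser in LSD1 KD, had 60.1 ± 10.3 and 60.7 ± 9.33 CPM. Of 24 lists camera called 0, and the lowest adjusted p was 0.118, for haematopoietic markers (median −0.18, 0 of 11 called by either adjustment or by DESeq2 or limma voom, 1 at an unadjusted p under 0.05). Fry called this list lower in LSD1 Rescue than in control (adjusted p = 0.00383), with a fold change above 0 in 1 of the 11 members. Of the miR-210 arms 1 was lower adjusted over the list alone and 0 over all names. The joint test of the 3 groups called 468 names, of which 466 were also called in one of the comparisons with LSD1 KD.

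The study's 4 exosomal miRNAs were examined to ask whether they differ inside the cells. The study reported them as lower in LSD1 KD exosomes. It also compared its exosomal miRNAs in the cells and does not state how these 4 were picked. A choice informed by these libraries therefore cannot be excluded. edgeR called 0 of the 4 in any comparison, over all names or adjusted over the list alone. At unadjusted p under 0.05 there was 1, miR-6726-3p in LSD1 KD against control, and DESeq2 and limma voom called 0, although DESeq2 gave no adjusted p for miR-4457 in either comparison with LSD1 KD or for miR-6881-3p in LSD1 Rescue against LSD1 KD. miR-34c-3p, from an intergenic hairpin on chromosome 11 (111513439 to 111513515), had 614 ± 12.8 CPM in control, 602 ± 11.95 in LSD1 KD and 639 ± 63.8 in LSD1 Rescue. Its change in LSD1 KD was −0.03 with a 95% interval of −0.23 to 0.17, and 0.00458 without LSD1 KD 3. miR-6881-3p, from an intron of SEMA7A on chromosome 15 (74411357 to 74411432), had 29.3 ± 3.01, 25.7 ± 5.998 and 23.4 ± 15.8 CPM, a change of −0.19 (−0.85 to 0.47), which went to −0.0989 without control 3, −0.0675 without LSD1 KD 1, −0.0969 without LSD1 KD 2 and −0.37 without LSD1 KD 3. miR-4457, from an intergenic hairpin on chromosome 5 (1309310 to 1309377), had 18.7 ± 4.38, 15.2 ± 3.77 and 16.1 ± 7.79 CPM, a change of −0.29 (−1.04 to 0.47), which went to −0.10 without control 1, −0.45 without control 3, −0.11 without LSD1 KD 1 and −0.44 without LSD1 KD 2. miR-6726-3p, from an intron of ACAP3 on chromosome 1 (1296110 to 1296170), had 53.6 ± 8.27, 73.4 ± 5.68 and 64.4 ± 13.6 CPM, a change of 0.45 (0.07 to 0.84, adjusted p = 0.102, and 0.0948 over the list alone). With library size alone, the upper quartile and factors from the families this change was 0.32, 0.29 and 0.10. Under the same scalings that of miR-6881-3p was −0.32, −0.35 and −0.53 and that of miR-4457 −0.42, −0.45 and −0.63, all uncalled. In LSD1 Rescue against LSD1 KD the change was 0.09 for miR-34c-3p, −0.15 for miR-6881-3p, 0.10 for miR-4457 and −0.18 for miR-6726-3p. The values of miR-6881-3p hung on single LSD1 Rescue libraries. Without LSD1 Rescue 3 the change was −0.84 (adjusted p = 0.102) against LSD1 KD and −1.03 against control, where all libraries gave −0.34. Against control miR-6881-3p changed by −0.10 without LSD1 Rescue 1 and −0.0540 without LSD1 Rescue 2. Its sign against LSD1 KD turned without LSD1 KD 3 (0.0394) or LSD1 Rescue 1 (0.0871) or 2 (0.11), under the upper quartile (0.0438) and with factors from the families (0.22). Its value there was −0.27 without LSD1 KD 1 and −0.23 without LSD1 KD 2. The sign for miR-4457 turned without LSD1 KD 1 (−0.0684) or LSD1 Rescue 1 (−0.33), and its value was 0.26 without LSD1 KD 2 and 0.39 without LSD1 Rescue 3. The sign for miR-6726-3p turned under the upper quartile (0.0182) and with factors from the families (0.20). Its value went to −0.37 without LSD1 Rescue 1, −0.0866 without LSD1 Rescue 2, and −0.11 without LSD1 KD 1 or LSD1 Rescue 3. The sign for miR-34c-3p turned without LSD1 Rescue 3 (−0.0012). Between 7 and 73 reads per library stood behind the 3 lower miRNAs, and the intervals of miR-6881-3p and miR-4457 in LSD1 KD reached down to 0.556 and 0.487 of control. miR-34c-3p was called with factors from the families in LSD1 KD (−0.38, adjusted p = 0.0139) and in LSD1 Rescue against LSD1 KD (0.46, adjusted p = 0.00296), and under the upper quartile in the latter (0.28, adjusted p = 0.0338).

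**Figure D4:**
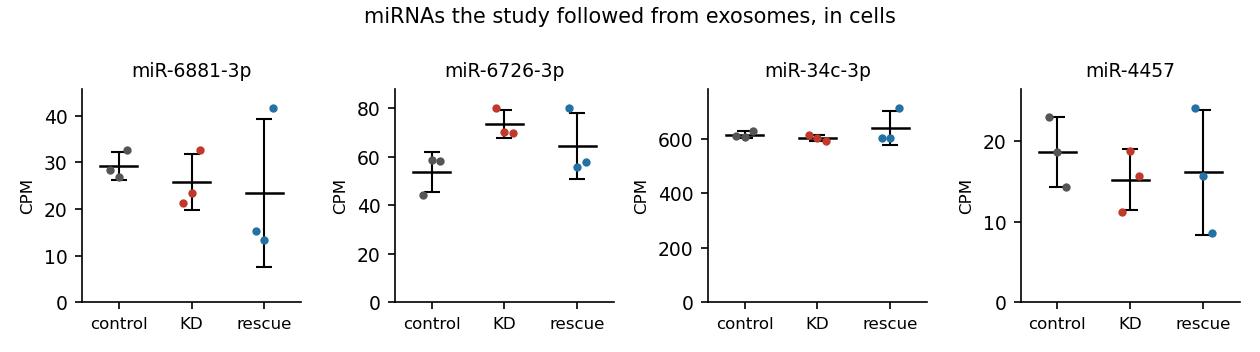
CPM (linear axis from 0) of the study's 4 exosomal miRNAs in each cell library, grouped as control, LSD1 KD and LSD1 Rescue, with 1 point per library, a line at the mean and error bars for the SD of 3. miR-34c-3p stood at 614, 602 and 639 CPM and miR-6726-3p at 53.6, 73.4 and 64.4 CPM, and edgeR called 0 of the 4.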

Values the study reported

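The study reported that 81.4% (35/43) of the LSD1-related miRNAs in exosomes were lower after LSD1 KD and returned with the rescue. It stated that these 35 miRNAs showed no significant difference among the corresponding cells. By qPCR, miR-4457, miR-34c-3p, miR-6726-3p and miR-6881-3p were lower in exosomes of LSD1 KD cells and did not differ in the cells themselves.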

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

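The scaling from the families and the fits without both libraries numbered 3 were chosen only after the result was seen. Unless given here, each comparison's rises plus falls stayed within 1.5 times the main total under the other tools, scalings, filters and sample sets. The counts of each direction taken alone did not all stay within that range. Falls in LSD1 KD against control were 285 with library size alone and 343 under the upper quartile. Rises in LSD1 Rescue against LSD1 KD were 323 and 419 under these scalings. The cause of these differences was not tested. With factors from the families 760 names were called in LSD1 KD against control, 837 in LSD1 Rescue against LSD1 KD, 618 were reversed, 782 differed among the 3 groups and 2 calls fell on the study's miRNAs, against 1 under the upper quartile. There, signs turned in LSD1 KD against control for miR-663a (−0.00196), miR-93-5p (−0.0285) and miR-1260a (−0.0364), and in LSD1 Rescue against LSD1 KD for miR-663a (0.0164), miR-21-3p (0.0289), miR-29b-3p (0.0255) and miR-1260a (0.11). A 2-fold minimum with adjusted p left 77 and 68 names and 58 reversed, by construction, and with unadjusted p it gave 86, 75, 5 in LSD1 Rescue against control and 60 reversed. An adjusted p of 0.1 gave 8 lists in LSD1 KD, an estimated correlation 0 in either comparison with LSD1 KD, and fry 16, 18 and, in LSD1 Rescue against control, 1.

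Leaving out each library in turn gave 362 to 514 calls in LSD1 KD against control, 403 to 490 in LSD1 Rescue against LSD1 KD and 0 in LSD1 Rescue against control. It gave 312 to 381 reversed names, 484 to 556 at unadjusted p, 369 to 494 in the joint test, 0 of the study's miRNAs, a correlation of −0.852 to −0.788, and 4 to 5, 4 to 8 and 0 called lists. Differences in the 3 comparisons ranged from −56674 to 1939, −70494 to −34584 and −106697 to −48084 in total reads, from −8.67 to −4.17, 1.17 to 5.67 and −4.83 to −0.833 in names with a read, from 0.533 to 0.773, −1.04 to −0.776 and −0.395 to −0.139 points in the share of the 10 most abundant names, and from 0.263 to 0.409, −0.410 to −0.256 and −0.0891 to 0.0880 points in the fragment share.

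With the replicate number as a block 521, 585 and 0 names were called, 437 were reversed, 584 at unadjusted p, 556 differed in the joint test, lists numbered 5, 7 and 0, and the correlation was −0.838. Deviations of libraries with the same number correlated at 0.0139 to 0.152 (median 0.0313, against −0.0204 for other numbers). These correlations were low but above 0. Of the 9 libraries, 8 correlated best with their own number by the mean over its libraries, and 6 by the highest single correlation. A weak effect shared by libraries of the same number therefore cannot be excluded, and the main fit did not model one. The median name had 31 to 38 reads per library, and at this depth and with 3 libraries per group 45.3% of simulated 1.5-fold changes were recovered in LSD1 KD against control.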

Other observations

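The tests of siRNA reads, of other small RNA fragments and both tests of miR-223-3p were chosen only after the result was seen, as was the scaling from the families. The 14q32 cluster, a group of imprinted miRNA genes, moved in both directions in LSD1 KD. Of 77 measured members 6 rose and 8 fell, also adjusted over the list alone, and the list was not called (camera adjusted p = 0.746, median 0.05 though camera's direction was down). miR-409-3p rose while the abundant miR-411-3p fell from 7675 ± 192 to 5869 ± 451.4 CPM (−0.39 ± 0.08, adjusted p = 0.0011) and miR-889-5p from 4772 ± 97.0 to 3599 ± 203 CPM (−0.41 ± 0.08). The opposite arms had 0.0692% and 0.177% of the reads of miR-411-3p and miR-889-5p. Whether reads of other RNAs were counted under these names stays open, as for miR-223-3p. Library size alone gave 5 rises and 13 falls and a median of −0.083, the upper quartile 4 and 13 and −0.12, and factors from the families 2 and 19 and −0.30. In LSD1 Rescue against LSD1 KD 6 rose and 5 fell, 5 and 5 adjusted over the list alone, and 10 members were reversed, while these scalings gave 9 and 4, 9 and 3, and 22 and 2. In the C19MC cluster, which is normally active in placenta, 4 of 32 rose and 2 fell by either adjustment (adjusted p = 0.885). miR-519c-3p went from 180 ± 13.3 to 485 ± 80.7 CPM (1.43 ± 0.14) and back to 170 ± 26.6, and miR-498-5p from 88.1 ± 5.59 to 183 ± 19.5 CPM (1.06 ± 0.15). In LSD1 Rescue 1 rose and 4 fell by either adjustment, and 5 members were reversed. With factors from the families the cluster had 4 rises and 5 falls in LSD1 KD and 6 and 3 in LSD1 Rescue.

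The lists of markers of other cell types were not called by camera in LSD1 KD or in LSD1 Rescue against LSD1 KD. Fry called the haematopoietic markers higher in LSD1 KD (adjusted p = 0.0306). Their median there was −0.18, however, with a fold change above 0 in 5 of the 11 members, and camera's direction was down. Fry called them lower in LSD1 Rescue (adjusted p = 0.000215). It also called the muscle, neural or liver markers in these directions (fry adjusted p = 0.00928 and 0.00192), but not the mesenchymal or embryonic lists. Of 11 haematopoietic markers 2 rose in LSD1 KD by either adjustment (adjusted p = 0.96), with miR-142-3p at 432 ± 42.4 CPM in control, 729 ± 38.1 in LSD1 KD and 412 ± 37.5 in LSD1 Rescue, and 2 fell in LSD1 Rescue, 3 adjusted over the list alone. With factors from the families 1 rose and 3 fell in LSD1 KD, and with these, library size alone or the upper quartile 2 rose and 2 fell in LSD1 Rescue. Of 18 muscle, neural or liver markers 1 rose and 1 fell by either adjustment (adjusted p = 0.885), and 2 fell in LSD1 Rescue by either adjustment, or 1 rose and 1 fell with factors from the families. The heart miRNA miR-208b-3p rose from 56.4 ± 11.9 to 112 ± 22.4 CPM. edgeR called 0 of 9 mesenchymal markers and 0 of 15 embryonic stem cell miRNAs in LSD1 KD or LSD1 Rescue by either adjustment. At an unadjusted p under 0.05 these were 2 and 1 in LSD1 KD and 1 and 0 in LSD1 Rescue, and limma voom called 0. DESeq2 also called 0, but gave no adjusted p for 5 and 11 of them in either comparison. DESeq2 size factors in edgeR, library size alone, the upper quartile and factors from the families each called 1 embryonic miRNA lower in LSD1 KD, and the last also 4 mesenchymal markers lower in LSD1 KD and 2 higher in LSD1 Rescue. Mirtron-type names had 31 rises and 21 falls among 348 by either adjustment (adjusted p = 0.263), but 23 and 58 with library size alone, 22 and 64 under the upper quartile, and 16 and 115 with factors from the families. In LSD1 Rescue 32 rose and 35 fell, 30 and 35 adjusted over the list alone, and 48 were reversed, while these scalings gave 61 and 28, 82 and 24, and 129 and 15. On the fragment list 4 of 15 rose, such as miR-664a-5p (0.43 ± 0.09), and 2 fell, miR-1246 and miR-1290, by either adjustment (adjusted p = 0.695). Library size alone gave 4 and 4, the upper quartile 1 and 5, and factors from the families 0 and 8. In LSD1 Rescue 2 rose and 4 fell, 4 and 4 adjusted over the list alone, and the majority turned under these scalings, with 6 and 3, 7 and 1, and 8 and 0.

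Other splits of the same libraries were fitted for each result. For comparisons of 3 libraries with 3 there are 10 splits, too few for a share under 0.05. For LSD1 KD against control the real split called 453 names, the highest of the others 0, and 1 of the 10 gave as many. For its lists the values were 5 and 6, and 3 of the 10 gave as many. For LSD1 Rescue against LSD1 KD the real split called 494 names and the highest other 0 (1 of 10), and for its lists 6 and 3 (1 of 10). For LSD1 Rescue against control the real split called 0 names and the highest other 14, with 0 and 2 lists, and all 10 gave as many. For the joint test 100 of 280 splits were drawn, and 1 gave as many as the real 468, with 460 as the highest other. For names reversed by rescue 2 of 100 of 840 gave as many as the real 385, with 395 as the highest other, and at unadjusted p 1 of 100 gave as many as 544, with 531 as the highest other. These high values came from splits that kept the LSD1 KD libraries together, a structure of the samples. Splits that parted them gave at most 0 names in the first 2 tests and 55 in the last. The splits therefore show only that the LSD1 KD libraries stood apart. They cannot tell control from LSD1 Rescue libraries, so they do not test the rescue itself.

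The 64 miRNAs that passed 2-fold in LSD1 KD had a median change of 1.29. Reads from the transfected LSD1 siRNA would also be present in LSD1 Rescue, yet their median in LSD1 Rescue against control was 0.0245 (quartiles −0.15 to 0.23), which argues against siRNA reads, although the labels give no siRNA amounts. After a trend with hairpin GC content was removed, the median over the 61 with a hairpin was 1.24 (quartiles 1.16 to 1.60), so hairpin GC content was not the whole cause. The study's methods describe the sequencing as simultaneous, and a batch of culture or library preparation was not tested, since no label gives one. A response of these miRNAs to LSD1 loss may account for the rise and stays open as a hypothesis.

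Of 133 measured members of the conserved family and luminal lists 44 were called in LSD1 KD, 43 of them higher, and the combined lists were not tested as a group. Hairpin GC content did not account for the shift, because removing its trend left 0.941 of the median shift (bootstrap interval 0.816 to 1.05). The bootstrap treats members as independent, and GC content of the mature sequences was not tested. A loss of the listed small RNA fragments would raise the share of other names, but their share of reads was 0.321 points higher in LSD1 KD than in control (0.263 to 0.409 with each library left out), which argues against it. Scaling stays open, since 40.9% of the called members (18 of 44) stayed called with factors from these lists, which centre their own median near 0 by construction, and the miR-99-125 clusters kept a median of 0.46. A rise of mature family members after LSD1 loss is a hypothesis that these counts alone cannot separate from a fall of other names.

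miR-223-3p, a miRNA of myeloid cells, was among the 5 most abundant names, at 24862 CPM of the unscaled library totals, averaged over the 9 libraries. Blood cells or serum would bring their other miRNAs, but the remaining 9 blood marker names had a median of 27.3 CPM (quartiles 17.4 to 43.0) and at most 518. These names include both arms of a hairpin where measured, which may lower the median. The highest value argues against a source that carries these miRNAs at the level of miR-223-3p. A source rich in miR-223-3p alone is not excluded. Reads of other RNAs counted under the name may contribute, since the opposite arm had 0.0669% of its reads. This stays open, because 23 of 60 other abundant names, including 4 of 13 conserved family members, also had an opposite arm under 1 in 100. No biological explanation was tested.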
